A study of Homo sapiens with 46 samples.

How the data were processed

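The study sequenced RNA from subcellular fractions of H1 cells, an established human pluripotent stem cell (hPSC) line, and of ectoderm, endoderm and mesoderm cells made from it in culture. The fractions were cytoplasm, nucleus, nucleoplasm (the soluble part of the nucleus) and chromatin. The 46 libraries fell into 16 groups of 1 cell type and 1 fraction each. In 15 groups there were 3 libraries, and mesoderm nucleoplasm had 1 library. Groups were taken from the sample titles, and columns coded "Nei" in the tables were read as the nucleus libraries. The series text also speaks of actinomycin D and half-lives, but no sample label of these libraries names that treatment, and the labels were followed. Per the labels, the libraries were made with an NEBNext Ultra kit and run on an Illumina NovaSeq instrument.

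The authors deposited 10 tables of assembled transcripts. In 5 tables the deposited values are whole-number counts per transcript and library, and in the other 5 they are the authors' TPM (length-corrected shares of a library), whose columns each sum to the same total. Each cell type has a count and a TPM file on its own transcript assembly, and a further pair holds a combined assembly. The aligner, the counting tool, the filters and the genome build are not stated, so no coordinates are given. How reads were divided between isoforms is not stated either, so a count for 1 isoform is less certain than the sum over a gene, and the counts may be rounded estimates. The TPM tables held slightly fewer transcripts than the count tables (90217 against 90397 for the combined assembly). The deposited combined tables held the ectoderm libraries only. There was 1 ectoderm column that matched no sample of its own, and it was not used.

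The library totals ran from 4990408 to 21298678 counts in the tables of the cell types' own assemblies. A feature listed at 0 in a library can still be present below the limit that a count of 0 allows, taken as 3 counts. Where every library of a group held 3 counts or fewer, a fold is given as a bound against that floor. Floors and intervals cover counting error only, since PCR copies are not independent molecules. The counts of replicate libraries were compared in 57 pairs, in which each ectoderm pair enters on its own assembly and again on the combined assembly. Of these, 0 pairs were identical. The lowest chi-squared per degree of freedom was 14.27, so spread between replicates exceeded counting error in each pair.

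The comparisons, their alternatives, the fixed gene lists and the rule for naming genes were set before the data were examined. Comparisons of fractions within a cell type used all transcripts of a table, with ectoderm on the combined assembly. The plan was to use the combined assembly for each cell type; since it held ectoderm only, hPSC, endoderm and mesoderm were taken from their own assemblies. Comparisons between cell types used sums over all transcripts of an Ensembl gene, for genes present in all 4 own-assembly tables, so the assembly changes together with the cell type. Each comparison was tested with edgeR 4.0.16 (R 4.3.3): TMM factors, filterByExpr with a minimum count of 10, a dispersion estimate, and the quasi-likelihood F test, two-sided. In mesoderm the filter took a smallest group size of 1, because of the single nucleoplasm library. Fits within a cell type held all its libraries. Fits between cell types held the libraries of the fraction compared in all 4 cell types, or the cytoplasm and nucleus libraries for the tests of a difference between differences. P-values were adjusted by the Benjamini-Hochberg method over all features tested, and a feature was called at an adjusted p under 0.05. The standard error (SE) of a log2 change was taken from the change and its F statistic. Mesoderm chromatin was not tested against nucleoplasm, since 1 library gives no spread.

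For each comparison, up to 3 features with the largest rise and 3 with the largest fall were named, among those called, with a mean of at least 10 CPM (counts scaled to a common library total) and no overlap between the groups' libraries; for a difference between differences the overlap condition was not required. At most 1 feature per symbol was named in each direction. A feature was named only if the deposited data held a gene name for it, so transcripts without one were left out whatever their change. Where no other symbol was given, a gene is named by its Ensembl ID. The fixed lists held 15 fraction control genes (6 nuclear, 9 cytoplasmic) and 26 cell identity genes. Gene types were matched by Ensembl ID to GENCODE release 29, which gave a type for 95.3% to 97.2% of the genes of a table. Transcripts were put into 5 overlapping classes: protein coding, lncRNA, matched to an Ensembl transcript, new isoform of an Ensembl gene, and no Ensembl gene. Classes were tested with fry on voom values in limma 3.58.1, with camera beside it. No column or reference used here says which transcripts hold transposable elements, so these were not analysed here.

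Gene sets chosen after the first comparisons were read off gene symbols: mitochondrial mRNAs, ribosomal protein mRNAs, cytosolic mRNAs (ribosomal proteins, proteasome subunits and initiation factors), membrane and secreted protein mRNAs (collagens, laminins, integrins and SLC transporters), mitochondrial carriers (SLC25) and replication-dependent histones. They were tested on gene sums with fry and camera under 3 scalings, adjusted over 42 tests each. After the first values had been seen, pseudogenes, kinases and other genes that share the name stems were removed. This moved the median of the ribosomal protein set in cytoplasm against nucleus from 1.57 to 1.67 in hPSC, from -0.04 to -0.16 in ectoderm, from 1.02 to 1.13 in endoderm and from 2.88 to 3.12 in mesoderm.

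The alternatives were scaling on total counts without TMM, upper-quartile scaling, DESeq2 1.42.0, limma-trend on log2 of the authors' TPM plus 0.1 or plus 1, a call that also required a 2-fold change, no filter, a mean of at least 50 counts, only the libraries compared, all libraries in 1 fit, transcripts summed per gene, a replicate block, and leaving out each replicate in turn. Chosen after seeing the data were fits without transcripts of no Ensembl gene, transcripts joined by Ensembl transcript ID, ectoderm counted on the combined assembly, and edgeR without a prior dispersion estimate. The tests were tried on simulated counts with 200 changed features. Mean levels and library totals were taken from these libraries. The same assumed dispersion was used for all features, which were drawn independently of each other. The rates given next hold for such data and need not hold for the spread of these libraries. The edgeR tests recovered 184 to 200 of the changed features, and 2.65% to 5.26% of their calls were false. DESeq2 gave 11.36% false calls and limma-trend 3.41%. Of 100 random sets, fry called 2 and camera called 0 at p under 0.05. Tables were read with the data.table package (version 1.17.8), pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.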

Results

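RNA was counted in 46 libraries from 4 fractions of 4 cell types: undifferentiated hPSC of the H1 line, and ectoderm, endoderm and mesoderm cells derived from them in culture. Each cell type gave cytoplasm, nucleus, nucleoplasm and chromatin libraries, with 3 libraries in each group except mesoderm nucleoplasm, which had 1. Total counts per library ran from 8329295 to 15798639 in hPSC, from 7738946 to 21298678 in ectoderm, from 7899619 to 18360084 in endoderm and from 4990408 to 17143491 in mesoderm. On the combined assembly, the ectoderm totals ran from 7906556 to 21620966. Pearson's r of log2 CPM across transcripts, between replicate libraries, lay between 0.723 and 0.942; transcripts are not independent replicates.

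The assemblies differed in size. There were 32819 transcripts of 15115 genes in hPSC, 54325 of 17713 in ectoderm, 30409 of 13644 in endoderm, 36407 of 15004 in mesoderm and 90397 of 20851 in the combined assembly. Transcripts that carried an Ensembl transcript ID made up 56.1% of the hPSC table, 42.2% of the ectoderm table, 54.0% of the endoderm table, 52.5% of the mesoderm table and 34.4% of the combined table. Unlisted isoforms of an Ensembl gene made up from 42.6% of the hPSC table to 64.1% of the combined table. Transcripts of no Ensembl gene made up from 0.52% of the mesoderm table to 1.55% of the ectoderm table.

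The share of counts from mitochondrial genes was measured as a description of the fractions, with mean ± SD over 3 libraries. In hPSC it was 0.515% ± 0.109 in cytoplasm, 13.9% ± 1.26 in nucleus, 11% ± 0.512 in nucleoplasm and 5.07% ± 0.662 in chromatin. In ectoderm it was 1.29% ± 0.327 in cytoplasm and 9.50% ± 1.17 in nucleus, and in endoderm 0.436% ± 0.0208 in cytoplasm and 11.6% ± 4.11 in nucleus. Mesoderm had the reverse order, with 6.79% ± 0.848 in cytoplasm and 1.26% ± 0.133 in nucleus. No cytoplasm library overlapped a nucleus library of its cell type in this share. Mesoderm chromatin ranged from 0.769% to 5.53%, and the highest value was that of replicate 3.

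**Figure D1:**
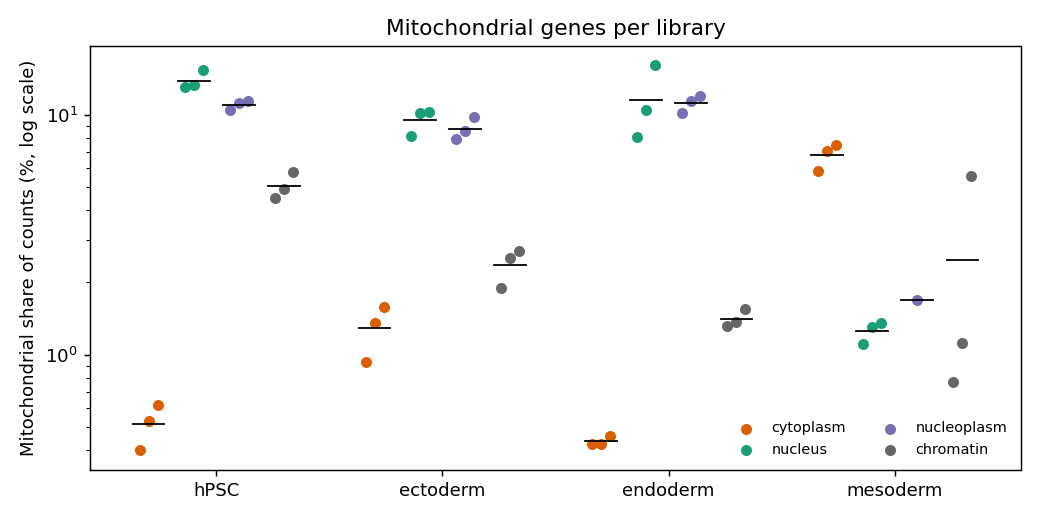
Share of counts from mitochondrial genes (percent, log axis) in each library, by fraction and cell type; dots are libraries and lines are group means. In hPSC, ectoderm and endoderm the cytoplasm libraries lay below the nucleus libraries, and in mesoderm, at 6.79% against 1.26%, they lay above.

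Cytoplasm was compared with nucleus in each cell type to ask which transcripts differ in abundance between these fractions. In hPSC, 11459 of 28897 tested transcripts had an adjusted p under 0.05 (Benjamini-Hochberg, edgeR), 5677 higher and 5782 lower in cytoplasm. Requiring a 2-fold change as well, which left 8579, moved this count more than scaling, filtering or the choice of test did; leaving out a library gave no fewer than 9214. In ectoderm 4305 of 59791 were called, 2401 higher and 1904 lower. The ectoderm count was 2360 without cytoplasm replicate 1 and 9867 with DESeq2. In endoderm 11122 of 26389 were called, 5087 higher and 6035 lower. In mesoderm 11114 of 34688 were called, 5290 higher and 5824 lower, and 7194 were called without nucleus replicate 1. Of all transcripts tested, 27.3% (ectoderm) to 56.6% (endoderm) had no overlap between the libraries of the fractions, where chance gives 10%. The median SE of the called log2 changes was 0.26 in hPSC, 0.26 in ectoderm, 0.31 in endoderm and 0.35 in mesoderm.

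The balance of calls depended on the scaling in 3 cell types. Scaling on total counts without TMM moved the median log2 change of all transcripts by 0.30 in ectoderm, 0.46 in endoderm and -0.33 in mesoderm. The calls that were higher in cytoplasm went from 55.8% to 72% in ectoderm, from 45.7% to 60.6% in endoderm and from 47.6% to 32% in mesoderm, so these shares are relative to the scaling. Upper-quartile scaling moved the mesoderm median by -0.17, and DESeq2 moved the ectoderm median by -0.11.

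**Figure D2:**
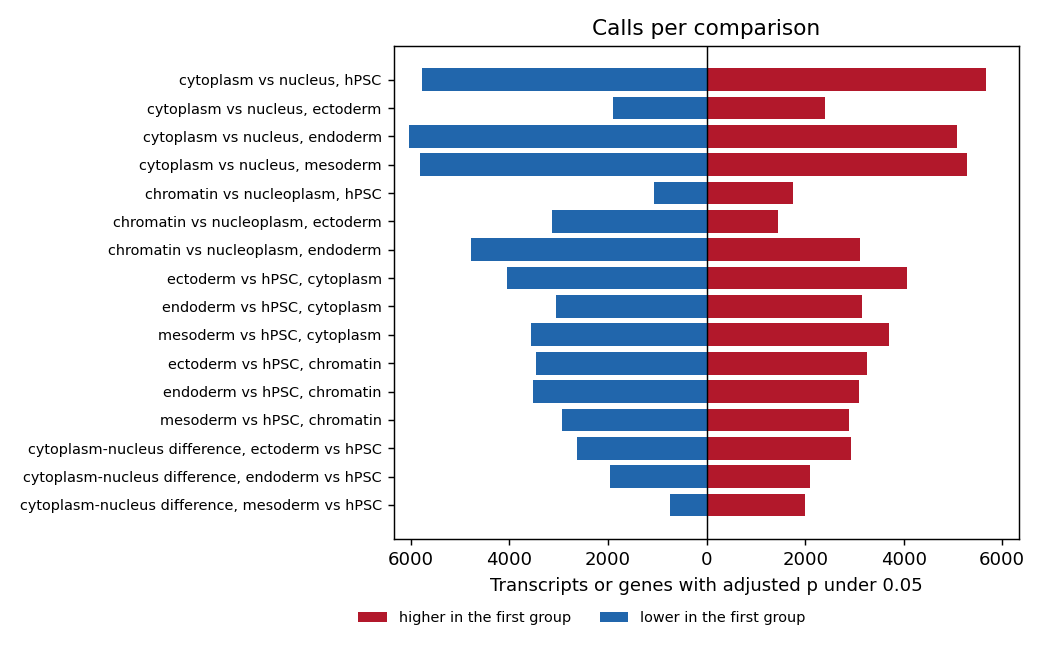
Number of transcripts (fractions within a cell type) or genes (between cell types) with an adjusted p under 0.05 in each comparison, as bars for those higher and lower under TMM scaling. Chromatin against nucleoplasm in hPSC gave 2818 calls and cytoplasm against nucleus in hPSC 11459; the split into higher and lower depends on the scaling, since with total counts 76% of the endoderm chromatin calls were higher, against 39.4% here.

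Among the transcripts with the largest changes, some were single isoforms whose gene's summed count moved little or otherwise, and for others the sum moved the same way. In hPSC an isoform of HNRNPA2B1 (ENSG00000122566) had 0 counts in cytoplasm and 78.3 ± 30.5 CPM in nucleus (SD, n = 3), at least 301-fold lower in cytoplasm. The summed count of the gene was 0.69 higher on the log2 scale (SE 0.12, adjusted p 0.00023). Isoforms of ATXN2L (at least 153-fold) and HAS3 (at least 123-fold) were also lower in cytoplasm. An isoform of UBAP2L (ENSG00000143569) was at least 203-fold higher in cytoplasm, where the gene sum changed by 0.21 (SE 0.11, adjusted p 0.0963). Isoforms of POLA1 (at least 111-fold) and URGCP (at least 94.8-fold) were higher by their means, but without nucleus replicate 2 their adjusted p was 0.0749 and 0.0979. The POLA1 isoform held 24.3, 0.28 and 48.1 CPM in the cytoplasm replicates, so 1 of them was near the floor, and it was past the threshold in 1 of 6 fits that left out a library; the URGCP isoform was in 0 of 6.

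In ectoderm an isoform of COL18A1 (ENSG00000182871) was at least 563-fold lower in cytoplasm, and its gene sum fell by 2.80 on the log2 scale. An ANKRD11 isoform was at least 138-fold lower, with an adjusted p of 0.149 without cytoplasm replicate 3 and past the threshold in 0 of 6 fits that left out a library. A TMEM132A isoform had a log2 change of -6.17 (SE 1.29, adjusted p 0.0173), with an adjusted p of 0.0594 without cytoplasm replicate 1. Isoforms of CCNB1IP1 (at least 131-fold) and ARHGAP5 (at least 113-fold, with 3.6, 69.1 and 26.5 CPM in the cytoplasm replicates) were higher in cytoplasm. An isoform of STAG2 was at least 147-fold higher, with an adjusted p of 0.0571 without cytoplasm replicate 1 and past the threshold in 3 of 6 such fits.

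In endoderm an isoform of HNRNPH1 (ENSG00000169045) was at least 590-fold higher in cytoplasm, while the gene sum changed by 0.26 (SE 0.28, adjusted p 0.42). An isoform of OSBPL9 (ENSG00000117859) rose by 5.99 on the log2 scale (SE 0.79, adjusted p 0.000132), and its gene sum by 2.26. An ARPP19 isoform was at least 107-fold higher, with an adjusted p of 0.0702 without nucleus replicate 3 and past the threshold in 2 of 6 such fits. Isoforms of CDK10 (at least 221-fold), RAB24 (at least 189-fold) and STAG3L5P (at least 183-fold) were lower in cytoplasm, and the sums of these genes were lower too. In mesoderm RN7SL1 (ENSG00000276168) was higher in cytoplasm, at 363 ± 268 CPM against 3.7 ± 2.13 (log2 change 6.62, SE 0.84, adjusted p 0.00101). RPL22P1, a pseudogene whose reads can be shared with its parent gene, was at least 100-fold higher on a mean of 30 ± 42.8 CPM, but 1 library carried that mean: the cytoplasm replicates held 5.2, 79.4 and 5.52 CPM. A CTBP2 isoform was at least 96.4-fold lower in cytoplasm. An SRSF5 isoform was at least 82-fold higher (adjusted p 0.0528 without nucleus replicate 1) and another at least 131-fold lower (0.0539 without cytoplasm replicate 2, and past the threshold in 2 of 6 such fits). An SRSF1 isoform was at least 264-fold lower, with an adjusted p of 0.0617 without cytoplasm replicate 2, and it lost its call in 5 of 6 such fits.

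The fixed fraction control genes were tested as gene sums to ask how the fractions separate transcripts of known location. Of 13 such genes tested in hPSC, 12 were called over all genes and 12 adjusted over the list alone. In ectoderm 10 of 14 were called over all genes and 11 adjusted over the list alone, in endoderm 10 and 10 of 13, and in mesoderm 12 and 13 of 13. XIST was in none of the tables. MT-ND1, listed as cytoplasmic, was lower in cytoplasm in hPSC, with a log2 change of -5.48 (SE 0.24, adjusted p 3.98e-10). It was also lower in ectoderm (-3.78, SE 0.28, adjusted p 2.78e-07) and in endoderm (-6.19, SE 0.37, adjusted p 2.35e-09), and higher in mesoderm (2.50, SE 0.68, adjusted p 0.00726). RPLP0, also listed as cytoplasmic, was higher in cytoplasm by 1.56 in hPSC (SE 0.16, adjusted p 2.36e-06), by 0.79 in endoderm and by 3.20 in mesoderm. In ectoderm it was lower (-0.69, SE 0.21, adjusted p 0.0157).

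The nuclear control transcripts did not fall on one side. MALAT1 was higher in cytoplasm than in nucleus by 1.45 in hPSC (SE 0.24, adjusted p 0.000114) and by 3.10 in ectoderm (SE 0.49, adjusted p 0.000181). NEAT1 was higher there by 1.36 in hPSC (SE 0.33, adjusted p 0.00271) and by 2.59 in ectoderm (SE 0.27, adjusted p 5.19e-06). The hPSC call was lost in the authors' TPM, with 0.62 and an adjusted p of 0.121, where the other alternatives gave 0.00108 to 0.0241. In mesoderm NEAT1 (-0.97), SNHG14 (-1.06) and KCNQ1OT1 (-3.67, SE 0.46, adjusted p 4.49e-05) were lower in cytoplasm. MALAT1 was not called in endoderm (-0.63) or mesoderm (-0.77). It was called in endoderm without nucleus replicate 1 (-1.06), turned to 0.44 without nucleus replicate 2, and was called in mesoderm without nucleus replicate 1 (-0.95). KCNQ1OT1 was lower in endoderm cytoplasm (-1.70, adjusted p 0.00547), with an adjusted p of 0.0592 without nucleus replicate 2. As a share of all counts, MALAT1 in hPSC stood at 232 ± 22.4 CPM in cytoplasm, 81.6 ± 12.2 in nucleus, 819 in nucleoplasm and 137 in chromatin. In ectoderm it stood at 1660 ± 534 CPM in cytoplasm and 168 ± 135 in nucleus. The nucleus replicates held 304, 34.2 and 166 CPM, and the ectoderm change was 3.74 without nucleus replicate 1 and 2.66 without nucleus replicate 2.

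Chromatin was compared with nucleoplasm to ask which nuclear transcripts stay with chromatin. In hPSC 2818 of 28897 transcripts were called, 1758 higher and 1060 lower in chromatin. Leaving out nucleoplasm replicate 1 gave 734, and limma-trend on the authors' TPM plus 1 gave 9640. In ectoderm 4594 of 59791 were called, 1459 higher and 3135 lower, and each fit that left out 1 library gave fewer, down to 2109 without nucleoplasm replicate 2. In endoderm 7890 of 26389 were called, 3106 higher and 4784 lower. Of all transcripts tested, 37.5% to 50.4% had no overlap between the groups' libraries, where chance gives 10%. Without TMM the median of all transcripts moved by 0.27 in hPSC, 0.36 in ectoderm and 0.75 in endoderm, and 90.6%, 62.7% and 76% of the calls were then higher in chromatin, against 62.4%, 31.8% and 39.4% with TMM. DESeq2 moved the endoderm median by 0.13.

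In hPSC RN7SL1 was lower in chromatin, at 35.5 ± 22.5 CPM against 982 ± 517 (log2 change -4.79, SE 0.61, adjusted p 0.00437). A KIF20B isoform (ENSG00000138182) was also lower, at 2.96 ± 1.57 CPM against 45.1 ± 1.9 (log2 change -3.92, SE 0.43, adjusted p 0.00316). MT-ATP8 was lower (-3.02, adjusted p 0.0371), but it changed by -1.54 without nucleoplasm replicate 2 (adjusted p 0.129) and was past the threshold in 1 of 6 fits that left out a library. Isoforms of MIB2 (3.15, SE 0.41, adjusted p 0.0044) and RHPN1 (3.13, SE 0.51, adjusted p 0.0081) were higher in chromatin. An NPIPA9 isoform was higher by 7.96 (adjusted p 0.0139), with an adjusted p of 0.0582 without nucleoplasm replicate 1 and past the threshold in 4 of 6 such fits.

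In ectoderm chromatin isoforms of SGSM3 (at least 279-fold) and TMEM132A (at least 175-fold) were higher. An HSPG2 isoform was at least 151-fold higher, with an adjusted p of 0.125 without chromatin replicate 1 and past the threshold in 0 of 6 such fits. An isoform of PTPRS (ENSG00000105426) was at least 2240-fold lower, at 0 counts against 363 ± 46 CPM in nucleoplasm, while the sum of the gene changed by 0.08 (SE 0.13, adjusted p 0.647). Isoforms of KDM5C (at least 432-fold) and HNRNPH1 (at least 288-fold) were lower, with gene sums that changed by 0.28 and 0.14. In endoderm chromatin an isoform of HNRNPA2B1 was at least 1140-fold higher and one of ENSG00000280800 at least 591-fold. An SRRM2 isoform was at least 271-fold higher, with an adjusted p of 0.0838 without nucleoplasm replicate 2 and past the threshold in 0 of 6 such fits. Isoforms of GTF2I (at least 302-fold), THBS3 (at least 277-fold) and ACADVL (at least 168-fold) were lower, while the ACADVL sum was 3.16 higher (SE 0.2, adjusted p 1.48e-08).

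Of the control genes, 5 of 13 were called between chromatin and nucleoplasm in hPSC and 5 adjusted over the list alone. In ectoderm 11 of 14 were called and 12 adjusted over the list alone, and in endoderm 11 and 11 of 13. MALAT1 was lower in chromatin than in nucleoplasm by log2 changes of -2.82 in hPSC (SE 0.25, adjusted p 5.47e-05), -1.70 in ectoderm and -1.55 in endoderm. The cytoplasmic controls called were all lower in chromatin with TMM: 3 in hPSC, 8 in ectoderm and 9 in endoderm. None of these calls changed direction with total counts or in the authors' TPM. The 3 in hPSC were MT-CYB, MT-CO1 and MT-ND1. In the authors' TPM (limma-trend), RPLP0 (0.50, adjusted p 0.0147) and EEF1A1 (0.53, adjusted p 0.0227) were instead called higher in hPSC chromatin. ACTB, GAPDH, TUBA1B and RPS3 turned positive there without a call. In mesoderm, where no test was made, MALAT1 stood at 897 CPM in the nucleoplasm library and at a mean of 558 in chromatin.

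Classes of transcripts were compared with fry to ask whether listed and unlisted transcripts shift between fractions. Of 35 tests, 22 were called with fry and 24 with camera, and 19 were called by both in 1 direction. The count fell to 14 without the filter on low counts, the alternative that moved it most. Fry asks whether the changes of a class depart from 0, so its p-values do not test the relative medians given next. In 20 of its 22 calls the class median, before any subtraction, had the sign of the fry direction. Relative to the median of all transcripts, the median of new isoforms, those not listed in Ensembl, in cytoplasm against nucleus was -0.52 in hPSC (fry adjusted p 0.000511), -0.77 in endoderm (2.42e-05) and -0.92 in mesoderm (0.00264). In ectoderm it was 0.14 (0.033), a call lost without a filter, with a replicate block and without nucleus replicate 2 (0.07) or nucleus replicate 1 (0.22). With transcripts at the floor set to their bound, the medians before this subtraction were -0.51, -0.77, -0.84 and 0.25 in the same order. In chromatin against nucleoplasm new isoforms were shifted by 0.22 in hPSC (0.00635), 0.40 in ectoderm (0.00187) and 0.62 in endoderm (0.000198). The median of lncRNAs was shifted by 0.20, 0.12 and 0.40 in the same chromatin comparisons, of which camera did not call the ectoderm one, and by 0.38 in ectoderm cytoplasm. Transcripts matched to Ensembl were shifted in cytoplasm by 0.30 in hPSC, 0.38 in endoderm and 0.52 in mesoderm, and in chromatin by -0.41 in ectoderm and -0.34 in endoderm. Transcripts of no Ensembl gene were shifted by 0.59 in ectoderm and -1.38 in mesoderm cytoplasm and by 0.34 in ectoderm chromatin. Protein-coding transcripts stayed between -0.07 and 0.04 in the 7 comparisons.

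**Figure D3:**
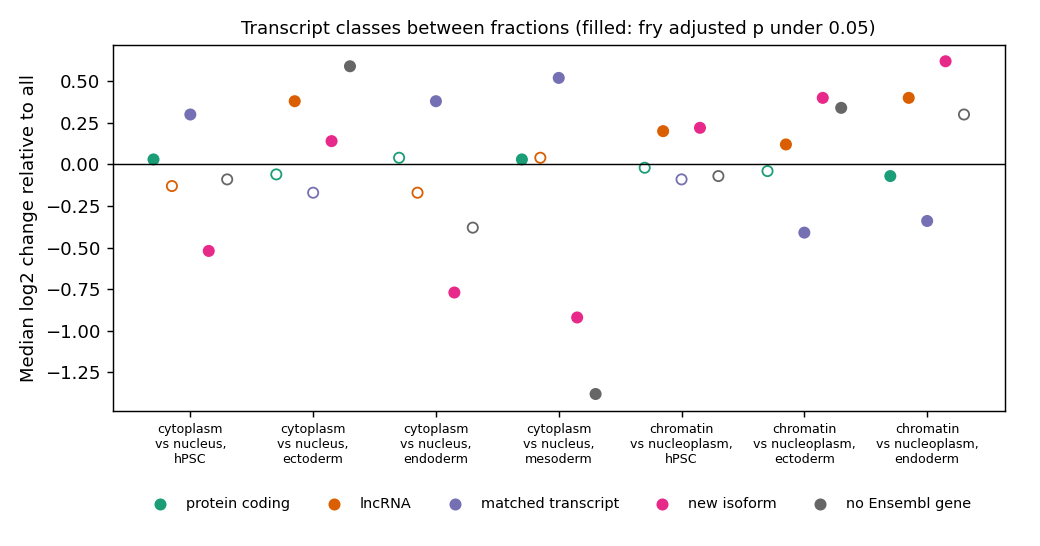
Median log2 change of each transcript class relative to the median of all transcripts, by comparison. Filled points had a fry adjusted p under 0.05, where fry tested a class against 0 and not against all transcripts. New isoforms lay at -0.52 in hPSC, -0.77 in endoderm and -0.92 in mesoderm cytoplasm against nucleus, and above 0 in ectoderm cytoplasm and in the 3 chromatin comparisons.

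Each derived cell type was compared with hPSC in cytoplasm, on sums over genes, to ask which genes change with differentiation. In ectoderm 8108 of 10673 genes were called, 4060 higher and 4048 lower. Requiring a 2-fold change moved this count most, to 4064. In endoderm 6202 were called, 3152 higher and 3050 lower, and in mesoderm 7264, of which 3696 were higher and 3568 lower. In chromatin, of 10669 genes, 6713 were called in ectoderm (3253 higher), 6602 in endoderm (3086 higher) and 5825 in mesoderm (2895 higher). Of all genes tested, 54.8% to 76.1% had no overlap between the groups' libraries, where chance gives 10%. The 3 comparisons in each fraction share the same hPSC libraries, so they are not independent of each other. Total-count scaling moved the chromatin medians of all genes by 0.11 in ectoderm and -0.12 in endoderm, and upper-quartile scaling moved the latter by -0.12.

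In ectoderm cytoplasm POU5F1 (ENSG00000204531) fell to 6.77 ± 1.38 CPM from 3410 ± 650 in hPSC (log2 change -8.97, SE 0.24, adjusted p 1.08e-12). HDAC2-AS2 (ENSG00000228624) fell to 1.11 ± 0.147 from 900 ± 64.9 CPM, and ENSG00000289479 fell by 10.51 on the log2 scale. ZFP14 was at least 125-fold higher, ZNF702P at least 89.3-fold and SMCHD1 at least 263-fold. In endoderm cytoplasm ENSG00000280614 stood at 11200 ± 3430 CPM against 0.764 ± 0.662 in hPSC. ZNF702P was at least 75.4-fold and SMCHD1 at least 180-fold higher, and DOT1L at least 617-fold, LINC01405 at least 217-fold and SLX1A at least 216-fold lower. In mesoderm cytoplasm HAPLN1 (ENSG00000145681) rose to 224 ± 9.78 from 0.4 ± 0.51 CPM (log2 change 9.49, SE 0.31, adjusted p 4.74e-12). ENSG00000280800 stood at 13100 ± 8230 against 0.764 ± 0.662 CPM, and SMCHD1 was at least 255-fold higher. HDAC2-AS2 fell by 10.52 on the log2 scale, SLX1B was at least 180-fold lower and PFKFB2 at least 119-fold lower. Each cell type was counted on its own assembly, and each gene tested was listed in all of them. Which transcripts of a gene an assembly held could differ. These counts therefore do not separate a gene at the floor in 1 cell type from transcripts missing in that assembly. SLX1A and SLX1B are near-identical copies, so reads can move between them. ENSG00000280614 and ENSG00000280800 had the same mean, SD and range in hPSC cytoplasm (0.764 ± 0.662 CPM, from 0 to 1.18). Whether ENSG00000280614 and ENSG00000280800 share reads was not tested. Their rises in endoderm and mesoderm are therefore not taken as changes of separate genes.

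In ectoderm chromatin EPHA4 (ENSG00000116106) rose to 399 ± 19.1 from 0.491 ± 0.187 CPM (log2 change 9.64, SE 0.32, adjusted p 2.15e-10). ZFP14 was at least 175-fold and SENP7 at least 231-fold higher, POU5F1 fell by 9.32 and HDAC2-AS2 fell by 9.75 on the log2 scale, and ENSG00000289479 was at least 830-fold lower. In endoderm chromatin ENSG00000280441 stood at 23300 ± 6880 CPM against 18.4 ± 10.3, and RASGEF1B was at least 171-fold and SENP7 at least 157-fold higher. U2AF1, which has a near-identical copy, was at least 214-fold lower, ANGEL1 at least 209-fold lower, and DOT1L fell by 9.29 on the log2 scale. In mesoderm chromatin CNTN4 was at least 115-fold, ZFP14 at least 93.7-fold and SENP7 at least 206-fold higher. SLX1B was at least 66-fold lower, and HDAC2-AS2 fell by 8.16 and PREX2 fell by 6.19 on the log2 scale.

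Of the 26 fixed cell identity genes, 7 were in all 4 own-assembly tables and passed the filter. In cytoplasm 6 were called in ectoderm, 6 in endoderm and 5 in mesoderm, and the counts adjusted over the list alone were the same. In chromatin 6 were called in each, and adjusted over the list alone 6, 6 and 7. POU5F1 was lower by log2 changes of -0.91 in endoderm cytoplasm (SE 0.17, adjusted p 0.000281) and -1.78 in mesoderm cytoplasm (SE 0.17, adjusted p 2.97e-07). OTX2 was higher in ectoderm cytoplasm (1.47, SE 0.13, adjusted p 7.5e-08) and lower in endoderm (-1). NES was higher in ectoderm cytoplasm (0.84) and lower in endoderm (-0.52), but 0.27 higher there in the authors' TPM. LIN28A was called in no derived cytoplasm; without hPSC cytoplasm replicate 1 it was called in each, with changes of -0.49 in ectoderm, -0.23 in endoderm and -0.71 in mesoderm. In mesoderm chromatin L1TD1 was not called (-0.91); without hPSC chromatin replicate 3 it was (-1.32). OTX2 was called there (-0.56), but not without mesoderm chromatin replicate 2 (-0.38).

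Genes outside the shared set were read as CPM of table totals, without a test. PAX6 stood at 203 ± 14.7 CPM in ectoderm cytoplasm, was listed at 1.79 in endoderm and was not in the hPSC table. SOX17 stood at 158 ± 27.5 and GATA6 at 103 CPM in endoderm cytoplasm. HAND1 stood at 132 ± 4.58 CPM in mesoderm and 58.1 in endoderm cytoplasm. TBXT stood at 4.94 CPM in endoderm and 0.132 in mesoderm cytoplasm. NANOG stood at 77.1 CPM in hPSC and 57.9 in endoderm cytoplasm and was in neither the ectoderm nor the mesoderm table.

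The difference between cytoplasm and nucleus was compared between each derived cell type and hPSC, to ask whether a gene's distribution between the fractions changed. With an interaction contrast in edgeR, 5548 of 10681 genes were called in ectoderm, 2923 with a larger and 2625 with a smaller cytoplasm-to-nucleus ratio than in hPSC. Joining transcripts by Ensembl transcript ID moved this count most, to 3203. In endoderm 4061 were called, 2102 larger and 1959 smaller, and in mesoderm 2734, of which 1999 were larger and 735 smaller. Total-count scaling moved the median of all genes by 0.51 in endoderm and -0.34 in mesoderm. The share of calls with a larger ratio then became 90% in endoderm, against 51.8%, and 36.8% in mesoderm, against 73.1%. Upper-quartile scaling moved the endoderm median by 0.18, giving 68.8%.

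By the naming rule, MT-ATP6 (ENSG00000198899) in mesoderm differed from hPSC by 9.37 on the log2 scale (SE 0.61, adjusted p 2.51e-10). Its hPSC libraries held from 36.9 to 62.7 CPM in cytoplasm and from 3520 to 5130 in nucleus, and its mesoderm libraries from 1250 to 1550 and from 182 to 190. MT-ATP8 rose by 9.91, and SNORD116-4 (-4.28) and ENSG00000290548 (-3.55) fell. VWF (ENSG00000110799) in endoderm differed by -5.40 (SE 0.6, adjusted p 3.64e-06), with 78.6 to 225 CPM in nucleus and 1.46 to 2.07 in cytoplasm. In ectoderm RPS27 (ENSG00000177954) differed by -2.67 (SE 0.62, adjusted p 0.00126), RPS28P7 by -2.83 and ENSG00000283103 by -2.88. ENSG00000280614 was named in ectoderm and endoderm, ENSG00000280800 in mesoderm, SMCHD1 and ZNF260 in ectoderm and endoderm, SLX1A and ANGEL1 in endoderm and SLX1B in mesoderm. These genes were at or near the floor in 1 or more groups, so no fold is given for them. The SLX1B value changed sign without mesoderm nucleus replicate 2, to 0.32, and that of ANGEL1 in the authors' TPM plus 1, to 1.76.

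Of 12 control genes tested for such a difference, 12 were called in ectoderm, 2 in endoderm and 7 in mesoderm, and adjusted over the list alone 12, 1 and 7. In endoderm 0 of the 9 cytoplasmic controls were called, and 3 had an unadjusted p under 0.05. The number called in endoderm went from 1 without cytoplasm replicate 1 to 5 without nucleus replicate 3. RPLP0 differed by -2.07 in ectoderm (SE 0.33, adjusted p 3.87e-05) and by 1.71 in mesoderm (SE 0.33, adjusted p 0.000814). MT-ND1 differed by 1.87 in ectoderm (SE 0.42, adjusted p 0.000897) and by 8.06 in mesoderm (SE 0.47, adjusted p 5.21e-11).

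Gene sets were chosen after these values had been seen. The 13 mitochondrial mRNAs had a median log2 change between cytoplasm and nucleus of -5.42 in hPSC (fry adjusted p 4.62e-08), -3.27 in ectoderm (9.48e-06), -6.09 in endoderm (4.32e-07) and 2.85 in mesoderm (0.033), with the same signs under all 3 scalings. The 83 ribosomal protein mRNAs had a median of 1.67 in hPSC (0.000321), 1.13 in endoderm (0.000201) and 3.12 in mesoderm (0.000248), with the same signs under all 3 scalings. In ectoderm that median was -0.16 (0.863), and it turned to 0.22 with total counts. Membrane and secreted protein mRNAs were lower in cytoplasm in all 4 cell types under all 3 scalings. Their medians with TMM were -2.09 in hPSC (209 of 217 genes lower), -0.85 in ectoderm (181 of 220), -1.85 in endoderm (190 of 203) and -1.5 in mesoderm (193 of 222), with fry adjusted p from 2.47e-08 to 1.63e-07. Cytosolic mRNAs had medians of 1.41 in hPSC, 1.07 in endoderm and 1.96 in mesoderm, and in ectoderm -0.10, or 0.27 with total counts. Mitochondrial carriers had medians of 0.46 in hPSC, 0.21 in endoderm and 0.61 in mesoderm, and in ectoderm -0.02, or 0.34 with total counts. Histones had medians of 1.47, 0.49, 1.46 and 1.60 in hPSC, ectoderm, endoderm and mesoderm, above 0 under all 3 scalings. With genes at the floor set to their bound, no median moved by more than 0.01. With TMM, camera gave the same calls as fry in these tests, except that it did not call histones in ectoderm and mesoderm or carriers in endoderm. With total counts it did not call ribosomal protein mRNAs in ectoderm (0.27, fry 0.031), carriers in ectoderm (0.594) and endoderm (0.0846) or histones in ectoderm (0.194) and endoderm (0.123), all called by fry, and it did call histones in mesoderm (0.044). With upper-quartile scaling it called carriers in neither ectoderm nor endoderm and histones in none of the 3 derived cell types, again all called by fry.

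**Figure D4:**
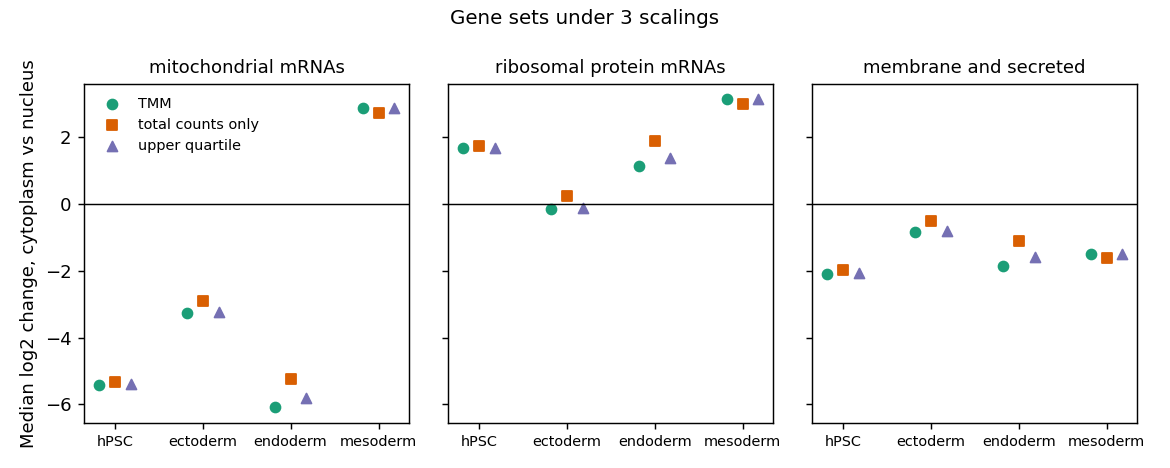
Median log2 change between cytoplasm and nucleus of 3 gene sets in each cell type, with a marker for each of 3 scalings. Membrane and secreted protein mRNAs lay below 0 throughout, mitochondrial mRNAs were above 0 in mesoderm only (2.85 with TMM), and ribosomal protein mRNAs in ectoderm changed sign with the scaling, from -0.16 to 0.22.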

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

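The tests of exchanged mesoderm and ectoderm labels, of cytoplasmic RNA in ectoderm nuclei, of assembly differences and of libraries exchanged between cell types were chosen only after the results had been seen. The results in this part differ between cell types by a test of the difference itself: the cytoplasm-to-nucleus ratio was compared between each derived cell type and hPSC. Biology of the derived cell types stays open as an explanation and was not tested.

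The number of genes whose ratio differed from hPSC was 5548 in ectoderm, 4061 in endoderm and 2734 in mesoderm. When the fraction labels of the 12 libraries were regrouped within the cell types in 100 ways, 2 of the ectoderm splits, 11 of the endoderm splits and 10 of the mesoderm splits, the real one included, gave as many calls. The endoderm and mesoderm counts were thus no rarer than 5% of these splits, although such a split also carries the cytoplasm-nucleus difference of the other cell type into the contrast. In a second set of 82 splits, which exchanged as many cytoplasm as nucleus libraries between the cell types, 1 split, the real one, gave as many calls in each comparison, and the others gave 0. Those others mix cell types within a group, which raises the spread, so this second set decides nothing. The counts alone do not separate the explanations weighed next.

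Differences between assemblies stay open as a part of these counts. When the same ectoderm libraries were counted on the ectoderm and on the combined assembly, the cytoplasm-to-nucleus ratio differed over 2-fold in 0.1% of genes, and between ectoderm and hPSC in 29.1%. For levels it was 0.7% against 35.2% in cytoplasm and 1.4% against 37.1% in chromatin. The choice between these 2 assemblies thus moved few genes. No library was counted on the hPSC, endoderm or mesoderm assembly as well as on another, so what those assemblies add cannot be told apart from the cell type, and genes at 0 in 1 cell type could reflect their assembly. Joining by Ensembl transcript ID, which tests other features, gave 3203, 1773 and 1720 calls.

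Mitochondrial mRNAs stood out. Relative to hPSC, their median cytoplasm-to-nucleus difference was 1.87 in ectoderm (fry adjusted p 0.00105) and 8.06 in mesoderm (4.76e-10). In endoderm it was -0.81 (0.309), which was not called. With total counts the endoderm median was -0.18 (fry adjusted p 0.964), where the median of all genes was 0.48. Camera called the endoderm set with total counts (adjusted p 0.00951), but not with TMM (0.112) or upper-quartile scaling (0.0559). In mesoderm the whole direction turned. Exchanged labels in mesoderm would put ribosomal protein mRNAs lower in the libraries labelled cytoplasm; they were higher there by a median of 3.12, and KCNQ1OT1 was lower (log2 change -3.67), so the values argue against an exchange. Scaling is excluded too, since the sign was the same under TMM and total counts in 4 of 4 cell types. RNA selection or degradation that differs between libraries cannot be told apart from a fractionation difference, because it would go with the fraction. In 3 cell types the libraries of the fractions were apart in mitochondrial share and in neither total counts nor share of unmatched transcripts. The unmatched share varied between replicates, from 0.277% to 8.673% in ectoderm cytoplasm and from 0.911% to 9.357% in hPSC cytoplasm. In mesoderm cytoplasm it varied less, from 1.243% to 2.341%. With such spread the overlap between fractions decides nothing, and selection is not excluded. A candidate explanation is that mitochondria went with the nuclear pellet in hPSC, ectoderm and endoderm and stayed with the cytoplasm in mesoderm, which these 3 measures do not test.

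Ribosomal protein mRNAs differed from hPSC by a median of -1.63 in ectoderm (fry adjusted p 0.00103) and 1.42 in mesoderm (0.00137). In endoderm the median was -0.38 (0.499), and it turned to 0.18 with total counts; camera called this set under all 3 scalings (adjusted p 0.0337 with TMM, 0.0402 with total counts and 0.023 with upper-quartile scaling), where fry called it under none. Membrane and secreted protein mRNAs differed by 1.29 in ectoderm (2.47e-08) and 0.70 in mesoderm (1.05e-05, or 0.36 with total counts, fry adjusted p 0.0174), and by 0.01 in endoderm (0.563). The endoderm value depended on the scaling: it was 0.54 with total counts (0.00074) and 0.20 with upper-quartile scaling (0.0222), where the median of all genes was 0.48 and 0.15. In ectoderm the sets therefore lay closer together in cytoplasm and nucleus than in hPSC: the membrane median minus the cytosolic median was -0.75 in ectoderm and -3.50 in hPSC. Cytoplasmic RNA left in the ectoderm nucleus libraries would draw both sets toward 0 and could account for that. Such RNA cannot by itself account for MALAT1, which was 3.1 higher in cytoplasm, since mixing draws a change toward 0 and not past it. If MALAT1 was higher in ectoderm cytoplasm without mixing, as it was in hPSC (1.45), mixing would only shrink that change. Exchanged ectoderm labels cannot be told apart from these values, because rows point both ways. Mitochondrial mRNAs were lower in the libraries labelled cytoplasm, with a median change of -3.27, as in hPSC and endoderm but not in mesoderm, and membrane and secreted protein mRNAs were lower there (-0.85), as in the other 3 cell types. Other rows go with an exchange. In the libraries labelled cytoplasm, 4 nuclear controls were called higher and 0 lower. Of the cytoplasmic controls other than mitochondrial ones, ACTB (-0.49), RPLP0 (-0.69) and TUBA1B (-0.53) were called lower there and 0 higher. GAPDH, RPS3 and EEF1A1 were not called. The values of these cytoplasmic controls are with TMM and depend on the scaling. With total counts EEF1A1 went from -0.27 to 0.10. The ribosomal protein median went from -0.16 to 0.22 (fry adjusted p 0.031, camera 0.27).

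Single nuclear transcripts also differed from hPSC. In ectoderm MEG3 differed by 1.51, SNHG14 by 1.53 and MALAT1 by 1.77. In endoderm SNHG14 differed by 1.21 and MALAT1 by -2.02, and in mesoderm MALAT1 differed by -2.14. The SNHG14 calls held in each fit that left out 1 library. The MEG3 call did not: without hPSC cytoplasm replicate 3 it was 1.1 (adjusted p 0.111). Each MALAT1 call was lost in at least 1 fit that left out a library. In the fits given next the value moved least in ectoderm and most in endoderm. The ectoderm value was 1.62 without hPSC nucleus replicate 2 (adjusted p 0.1), the endoderm value was -0.95 without endoderm nucleus replicate 2 (0.231), and the mesoderm value was -1.84 without mesoderm nucleus replicate 3 (0.0923). Over all the alternatives run for MALAT1, its adjusted p ranged from 0.00868 to 0.1 in ectoderm, from 0.00674 to 0.375 in endoderm and from 0.00975 to 0.0923 in mesoderm. Within ectoderm, a single low nucleus library is excluded as the cause of the higher MALAT1 in cytoplasm: without nucleus replicate 2 the change was 2.66 (SE 0.27, adjusted p 2.29e-06). For ectoderm an exchange of labels stays open, as above, and for the higher MALAT1 in hPSC cytoplasm no explanation was tested.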

How the results depend on the processing

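The fits without transcripts of no Ensembl gene, those joined by Ensembl transcript ID, those with ectoderm on the combined assembly and those without a prior dispersion estimate were chosen only after the data had been seen. A count is described as moved where it changed by more than 1.5 times. Scaling on total counts or the upper quartile, no filter, a mean of at least 50 counts, the replicate block and leaving out transcripts of no gene moved none of the counts of calls per comparison by that much, although scaling changed their split into higher and lower, as given in the report. With a replicate block the cytoplasm-nucleus counts were 10842 in hPSC, 3006 in ectoderm, 10237 in endoderm and 8714 in mesoderm. A fit of all libraries of a table is the same as the one reported for fractions within a cell type, counts on the own assembly apply to ectoderm alone, and sums per gene are the values reported between cell types, so these gave no further values there.

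Cytoplasm against nucleus in ectoderm (4305) moved with the test: 2788 with limma-trend on TPM plus 0.1, 2415 with TPM plus 1, 9867 with DESeq2, 1914 with only the 6 libraries compared and 8526 with sums per gene. Chromatin against nucleoplasm in hPSC (2818) gave 1529 with a 2-fold limit, 8230 with TPM plus 0.1, 9640 with TPM plus 1, 5345 with DESeq2, 1175 with only the libraries compared and 4295 with sums per gene. In ectoderm (4594) the same comparison gave 12036 with TPM plus 0.1, 20167 with TPM plus 1, 10831 with DESeq2, 8967 without a prior dispersion estimate, 7845 with only the libraries compared and 7119 with sums per gene. The cause was not tested. In simulated data, made with an assumed dispersion, 11.36% of DESeq2 calls were false, a rate that need not hold for these libraries.

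Requiring a 2-fold change left 4064, 1937 and 2771 genes between ectoderm, endoderm or mesoderm and hPSC in cytoplasm, and 4204, 3952 and 3241 in chromatin. It left 3335, 2003 and 1293 for the difference between cytoplasm and nucleus. A stricter limit can give only fewer calls. Joining by Ensembl transcript ID gave 3980 for endoderm cytoplasm, 4208, 4129 and 3282 for ectoderm, endoderm and mesoderm chromatin, and 3203, 1773 and 1720 for the differences; it tests other features, and the cause was not tested further. The mesoderm difference (2734) gave 4542 with TPM plus 1 and 4684 with only the libraries compared, and the cause was not tested. The class tests called (22) became 14 without a filter. In the authors' TPM the control genes called became 7 of 13 in mesoderm cytoplasm, 9 in hPSC chromatin and 5 in ectoderm chromatin; the cause was not tested.

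Fits that each left out 1 library gave 9214 to 10717 calls for cytoplasm against nucleus in hPSC, 2360 to 5054 in ectoderm, 9583 to 11316 in endoderm and 7194 to 9856 in mesoderm. The lowest came without ectoderm cytoplasm replicate 1 and without mesoderm nucleus replicate 1. For chromatin against nucleoplasm they gave 734 to 2312 in hPSC, 2109 to 2655 in ectoderm and 6294 to 7131 in endoderm; the 734 came without hPSC nucleoplasm replicate 1. Against hPSC they gave 7734 to 8164, 5113 to 6140 and 6709 to 7359 in cytoplasm of ectoderm, endoderm and mesoderm, and 5866 to 6833, 5763 to 6918 and 5040 to 6310 in chromatin. For the difference they gave 4816 to 5660, 3029 to 4636 and 2072 to 2958. The control genes called in the endoderm difference ranged from 1 to 5, and the class tests called from 17 to 19.

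Of 302 named results, 72 lost their call under at least 1 alternative, 35 gained one and 46 reversed direction under at least 1. Among 96 largest changes, 82 kept their call in each fit without 1 library, and among 171 results of the fixed lists 137 did.

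Summing transcripts per gene reversed HNRNPA2B1 in hPSC (0.69), CCNB1IP1 (-0.18) and ANKRD11 (0.13) in ectoderm cytoplasm, and SRSF5 (-0.71) and CTBP2 (0.15) in mesoderm cytoplasm. In chromatin it reversed HSPG2 (-0.37), PTPRS (0.08), KDM5C (0.28) and HNRNPH1 (0.14) in ectoderm, and THBS3 (0.05) and ACADVL (3.16) in endoderm. By construction a sum holds the gene's other isoforms.

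Total counts without TMM reversed EEF1A1 in ectoderm cytoplasm (0.10), RPLP0 (0.05), RPS3 (0.02) and EEF1A1 (0.09) in hPSC chromatin, and KCNQ1OT1 in ectoderm chromatin (0.01). In the differences it reversed GAPDH (0.45), RPS3 (0.18) and MT-ND1 (0.01) in endoderm and TUBA1B (-0.24) in mesoderm. None of these had been called, and the scaling shifts all genes of a comparison alike.

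The authors' TPM reversed RPS3 (0.09) and EEF1A1 (0.06) in ectoderm cytoplasm, MALAT1 (0.05) in endoderm cytoplasm, and ACTB (-0.46) and TUBA1B (-0.24) in mesoderm cytoplasm. In hPSC chromatin it reversed ACTB (0.36), RPLP0 (0.50), GAPDH (0.30), TUBA1B (0.35), RPS3 (0.36) and EEF1A1 (0.53), and in ectoderm chromatin RPS3 (0.27), NEAT1 (0.27) and KCNQ1OT1 (0.32). Against hPSC cytoplasm it reversed LIN28A in ectoderm (0.19), NES in endoderm (0.27) and OTX2 in mesoderm (0.13). In the endoderm difference it reversed ACTB (0.05), RPLP0 (0.06), GAPDH (0.59), TUBA1B (0.12), MT-CYB (0.08), MT-ND1 (0.26) and MEG3 (0.75), and ANGEL1 with TPM plus 0.1 (0.45) and plus 1 (1.76). In the mesoderm difference it reversed GAPDH (-0.26), TUBA1B (-0.72) and MEG3 (0.44). The cause was not tested.

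Leaving out 1 library moved EEF1A1 in ectoderm cytoplasm between -0.41 and 0.04 (the latter without nucleus replicate 2), MALAT1 in endoderm cytoplasm between -1.06 and 0.44 (without nucleus replicate 2) and MEG3 in endoderm chromatin between -0.03 (without chromatin replicate 3) and 0.73. It moved LIN28A in endoderm cytoplasm against hPSC between -0.23 (without hPSC cytoplasm replicate 1) and 0.26, and GAPDH in the endoderm difference between -0.27 and 0.22 (without endoderm nucleus replicate 1; 0.01 without hPSC nucleus replicate 2). SLX1B in the mesoderm difference moved between -6.72 and 0.32 (without mesoderm nucleus replicate 2). Transcripts of no gene in hPSC cytoplasm moved between -0.18 and 0.02 (without the third cytoplasm library), and in ectoderm chromatin they reversed without a filter (-0.01). Relative medians of lncRNAs in mesoderm cytoplasm moved between -0.04 (without the second cytoplasm library) and 0.10, and reversed with a replicate block (-0.06).

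Of the transcripts called between cytoplasm and nucleus, 374 in hPSC, 433 in ectoderm, 466 in endoderm and 1323 in mesoderm were at or under 3 counts in each library of 1 fraction, so the depth limits their folds to bounds. Why mesoderm had more was not tested; its filter took a smallest group size of 1.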

Other observations

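The histone tests in this part were split by cell type only after the result had been seen; a single prediction for all cell types had been written before.

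Splitting the 6 libraries of a comparison into 3 and 3 in another way gave fewer calls each time, so 1 of the 10 splits, the real one, gave as many, in each of the 7 comparisons of fractions and each of the 6 comparisons with hPSC within a fraction. Such a share is never under 0.1. The highest count from another split was 11 between fractions and, for mesoderm against hPSC in chromatin, 929. Replicate numbers were not treated as pairs, because no comparison had a residual correlation above 0.1 in all of its same-numbered pairs.

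The mitochondrial mRNAs in nucleus libraries raised the question whether endoplasmic reticulum sedimented with the nuclei too. Before the values of the set were computed, membrane and secreted protein mRNAs were predicted to lie below cytosolic mRNAs in cytoplasm against nucleus if so. The membrane median minus the cytosolic median was -3.50 in hPSC, -0.75 in ectoderm and -2.92 in endoderm, and the set itself was lower in cytoplasm in each cell type under TMM, total counts and upper-quartile scaling. The rise of some cytosolic mRNAs had been seen before, as control genes, and other explanations predict the same difference. In mesoderm, where mitochondrial mRNAs were not lower in cytoplasm, it was -3.46, so a pellet holding endoplasmic reticulum could be present without mitochondria there. Length was weighed as well, since long mRNAs might be kept in nuclei whatever they encode. Against mRNAs of the same length decile the set was still lower, with a median difference of -2.25 in hPSC, -0.79 in ectoderm, -1.94 in endoderm and -1.55 in mesoderm. In each cell type 0 of 10000 random lists matched by length and abundance were as low, which argues against length as the whole cause. Nuclear retention of these mRNAs by other means stays open, and a biological difference between the cell types was not tested here.

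With TMM scaling, part of the genes in the nucleus libraries lay outside the range of the nucleoplasm and chromatin libraries. The check was not repeated with total counts. A mixture by share of counts can leave that range once libraries are scaled by different factors, so a mixture is not excluded. In hPSC 23% of 13987 genes had their 3 nucleus libraries all above or all below the 6 nucleoplasm and chromatin libraries, in ectoderm 55.3% of 15655 and in endoderm 38.2% of 12681, where chance gives 2.38%. Less RNA without a poly(A) tail in the nucleus libraries might give such a shift, and would put histone mRNAs lower in nucleus than in both other fractions. The histone medians were -1.42 against nucleoplasm and -0.1 against chromatin in hPSC, -0.47 and -0.29 in ectoderm, and 0.23 and 0.06 in endoderm. With members going both ways, at least against chromatin, in each of the 3 cell types, these values leave it open, and it cannot be told apart from other differences in preparation. No biological explanation was tested.

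Mesoderm chromatin replicate 3 had a mitochondrial share of 5.53%, where the lowest of the group had 0.769%. The single mesoderm nucleoplasm library had 1.69%. Ectoderm had 8.75% ± 0.944 in nucleoplasm and 2.37% ± 0.426 in chromatin, and endoderm 11.2% ± 0.879 and 1.41% ± 0.118 (SD, n = 3).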
